# Id3 induces an Elk-1–caspase-8-dependent apoptotic pathway in squamous carcinoma cells

**DOI:** 10.1002/cam4.427

**Published:** 2015-02-18

**Authors:** You-Shin Chen, Joseph Aubee, Kyle A DiVito, Hengbo Zhou, Weiyi Zhang, Fen-Pi Chou, Cynthia M Simbulan-Rosenthal, Dean S Rosenthal

**Keywords:** Apoptosis, caspase-8, Elk-1, HLH, Id3, SCC

## Abstract

Inhibitor of differentiation/DNA-binding (Id) proteins are helix–loop–helix (HLH) transcription factors. The Id protein family (Id1–Id4) mediates tissue homeostasis by regulating cellular processes including differentiation, proliferation, and apoptosis. Ids typically function as dominant negative HLH proteins, which bind other HLH proteins and sequester them away from DNA promoter regions. Previously, we have found that Id3 induced apoptosis in immortalized human keratinocytes upon UVB exposure, consistent with its role as a tumor suppressor. To investigate the role of Id3 in malignant squamous cell carcinoma (SCC) cells (A431), a tetracycline-regulated inducible system was used to induce Id3 in cell culture and mouse xenograft models. We found that upon Id3 induction, there was a decrease in cell number under low serum conditions, as well as in soft agar. Microarray, RT-PCR, immunoblot, siRNA, and inhibitor studies revealed that Id3 induced expression of Elk-1, an E-twenty-six (ETS)-domain transcription factor, inducing procaspase-8 expression and activation. Id3 deletion mutants revealed that 80 C-terminal amino acids, including the HLH, are important for Id3-induced apoptosis. In a mouse xenograft model, Id3 induction decreased tumor size by 30%. Using immunofluorescent analysis, we determined that the tumor size decrease was also mediated through apoptosis. Furthermore, we show that Id3 synergizes with 5-FU and cisplatin therapies for nonmelanoma skin cancer cells. Our studies have shown a molecular mechanism by which Id3 induces apoptosis in SCC, and this information can potentially be used to develop new treatments for SCC patients.

## Introduction

Squamous cell carcinoma (SCC) is one of the most common types of cancer and patients with advanced SCC have a median survival time of only 6–9 months 1. Understanding the molecular mechanism by which SCC tumor cells can be eliminated would therefore benefit a great number of patients.

The inhibitor of differentiation/DNA-binding (Id) family of proteins (Id1–Id4) are dominant negative helix–loop–helix (HLH) transcription factors, which heterodimerize with other HLH proteins, including E proteins and MyoD 2, and inhibit their transcriptional activity by preventing them from binding to DNA promoter regions.

The roles of Id proteins are cell context specific. Ids have been shown to be cooperating oncogenes in many studies, including breast cancer (Id1 and Id3) 3, retinoblastoma (Id2) 4, and melanoma (Id2–Id4) 5. Conversely, Id proteins also promote apoptosis. Overexpression of Id1–Id3 proteins induces apoptosis in primary rat cells in low serum 6, and in B lymphocyte progenitor cells in response to TGF-*β* 7. Id3 also sensitizes immortalized human keratinocytes to X-ray- and UVB-induced apoptosis 8,9. In addition, Id proteins induce apoptosis in tumor cells, including osteosarcoma (Id2) 10 and Burkitt's lymphoma (Id3) 11. Id3 also sensitizes the sarcoma cell line MG-63 to cisplatin 12.

Genetic aberrations of Id3 suggest that it may function as a tumor suppressor. More than 60% of neuroblastoma patients harbor an Id3 deletion in chromosome 1p36 13. In addition, Id3 is identified as a tumor suppressor gene for Burkitt's lymphoma, as inactivating mutations occur in 68% of cases 11,14. Thus, there is a link between the ability of Id3 to induce apoptosis and function as a tumor suppressor gene.

In addition to bHLH, Id proteins have been shown to bind and regulate other transcription factors, including the ternary complex factors (TCF, Elk-1, Elk-4/SAP-1, and Elk-3/SAP-2) 15. TCF proteins are involved in apoptosis. For example, Elk-1 mediates sodium arsenite-induced apoptosis in HaCaT keratinocytes 16. In addition, in response to secreted protein, acidic and rich in cysteine (SPARC) expression, Sp1 and Elk-1 bind to the *caspase-8* promoter and induce apoptosis in MIP101 colorectal cancer cells 17. Elk-1 is also involved in expression of death receptor 5 (DR5) in response to celecoxib in lung cancer cells 18.

Previously, we found that Id3 induced apoptosis in immortalized human keratinocytes 9. To investigate the role of Id3 in malignant SCC cells, a tetracycline (Tet)-inducible system was used to study effects of Id3 in cell culture and mouse xenograft models. This inducible system was chosen to avoid selection of clones that may acquire genetic alteration to tolerate constitutive Id3 expression.

We found that Id3 induction reduced A431 cell numbers in culture under low serum conditions accompanied by an increase in the sub-G1 population. We conclude that this Id3-mediated apoptosis pathway is Elk-1- and caspase-8-dependent for several reasons. First, Id3 induces *elk-1* mRNA and protein as determined by microarray, RT-PCR, and immunoblot analysis. Second, siRNA inhibition of Elk-1 blocks both procaspase-8 and active caspase-8. Third, when A431 cells were treated with caspase-8 and pan-caspase inhibitors, Id3 no longer decreased cell number in low serum or in soft agar assay.

Using Id3 deletion mutants, we found that Id3-induced apoptosis is mediated through its HLH and C-terminal domain (80 amino acids from the C-terminus). Further, Id3 sensitized SCC cells to chemotherapeutic agents including cisplatin and 5-FU (5-fluorouracil). Our studies show that Id3 mediates apoptosis in A431 cells through an Elk-1–caspase-8-dependent pathway. This research can potentially help the development of targeted therapy for SCC patients.

## Materials and Methods

### Cell culture

Human SCC lines A431, SCC4, SCC9, and SCC25 cells were obtained from Georgetown University Tissue Culture Shared Resources. A431 cells were maintained in DMEM/1% penicillin and streptomycin/10% fetal bovine serum (FBS). Tet-approved FBS (Clontech, Mountain View, CA) was used for inducible cell lines. Other SCC cell lines were maintained in DMEM/F-12 50:50/1% penicillin and streptomycin/10% FBS.

### Plasmids

Full-length Id3 and Id3 deletion mutants were cloned into pCDNA4/TO (Invitrogen™, Carlsbad, CA) using *Xho*I and *Xba*I restriction sites. Id3 was subcloned from the pCMS/EGFP-Id3 construct 9. Id3 truncations were cloned using the following primer sequences—ΔN39 (primers 1, 2), ΔC38 (primers 3, 4), ΔN81 (primers 2, 5), and ΔC80 (primers 3, 6):

1. 5′-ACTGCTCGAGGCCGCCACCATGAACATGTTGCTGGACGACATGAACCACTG-3′
2. 5′-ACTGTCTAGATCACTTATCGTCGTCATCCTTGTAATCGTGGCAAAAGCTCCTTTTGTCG-3′
3. 5′-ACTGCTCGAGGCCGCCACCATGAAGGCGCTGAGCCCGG-3′
4. 5′-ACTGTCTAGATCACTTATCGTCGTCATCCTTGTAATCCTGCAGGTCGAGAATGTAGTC-3′
5. 5′-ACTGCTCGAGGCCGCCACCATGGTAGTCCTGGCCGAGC-3′
6. 5′-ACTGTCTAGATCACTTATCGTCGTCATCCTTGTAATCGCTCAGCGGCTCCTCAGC-3′

### Inducible cell lines

A431/Id3 Tet-inducible lines were established by transfecting cells with Tet repressor, pCDNA6/TR (Invitrogen™) using Lipofectamine-LTX (Invitrogen™) followed by selection with blasticidin (7.5 *μ*g/mL). A431/TR cells were then transfected with pCDNA4/TO, pCDNA4/TO-Id3 or pCDNA4/TO-Id3^mutant^ constructs, followed by selection with Zeocin™ (250 *μ*g/mL; Life Technologies, Frederick, MD). Further, pLHCX/GFP and pLHCX/Ds-Red constructs were used to transduce A431/Id3 and A431/Vc cells, respectively, using retroviral packaging cell line ΦNX (Phoenix; ATCC, Manassas, VA) followed by selection with hygromycin (80 *μ*g/mL).

### Growth curves

In six-well plates, 3 × 10^4^ cells were plated per well, and growth curves for ±Tet cells determined by Trypan Blue exclusion assays. For cocultures, 1.5 × 10^4^ green fluorescent protein (GFP) A431/Id3 and Ds-Red A431/Vc cells were mixed together. Five fluorescent images were captured for each well for ±Tet cells and percentages of total area occupied by cells quantified using ImageJ software (National Institutes of Health, Bethesda, MD). The same procedure was employed to determine growth curves with caspase inhibitors (20 *μ*mol/L of Z-IETD-fmk or Z-VAD-fmk).

### Cell cycle analysis

±Tet cells were collected, fixed in ethanol, stained with propidium iodide to determine DNA content, and analyzed by Flow Cytometry (FACStar; BD BioSciences, San Jose, CA).

### Microarray analysis

±Tet cDNA in both A431/Id3 and A431/Vc cells were hybridized to Affymetrix HG-U133A 2.0 gene chips. Gene expression raw data was normalized using dChip software developed by Wong and Lin 19, and analyzed with MetaCore™ software (Thomson Reuters, Washington, DC). Microarray data have been uploaded to Gene Expression Omnibus database (Accession GSE64535).

### siRNA transfection

A431/Id3, SCC4, SCC25, and SCC9 were transfected with 30 pmol of siRNAs (Santa Cruz Biotechnology, Dallas, TX) using RNAi Max (Invitrogen™).

### Tumor xenografts

In athymic nude mice, 1 × 10^6^ GFP-labeled A431/Id3 cells were injected subcutaneously along with 0.5 × 10^6^ Ds-Red-labeled A431/Vc cells. Animals fed with ±Doxycline (Dox) diet (200 mg/kg; Bio-Serv, Flemington, NJ) were monitored for tumor sizes using the Maestro™ In-Vivo Imaging System (CRi, Woburn, MA), as described in the approved Georgetown University IACUC protocol. To monitor xenograft sizes, we use Maestro™ software to track GFP fluorescent signal (peaks at 515 nm), and tumor sizes are measured by the software using an area-defined measurement system.

### Immunoblot analysis

Protein lysates were sonicated and subjected to Tris-glycine sodium dodecyl sulfate polyacrylamide gel electrophoresis (SDS-PAGE) followed by transfer to nitrocellulose membranes. Membranes were then blocked for 1 h with 5% nonfat milk, incubated with primary antibody overnight and secondary antibody for 1 h. The primary antibodies included: anti-Id3 (C-20; Santa Cruz Biotechnology), anti-GAPDH (EMD; Millipore, Billerica, MA), anti-active caspase-3 (Enzo Life Sciences, Inc., Farmingdale, NY), anti-caspase-8 (Thermo Scientific Rockford, IL), and anti-Elk-1 (I-20; Santa Cruz Biotechnology).

### Immunostaining

Paraffin-embedded tumor sections were deparaffinized with xylene followed by antigen retrieval in 6.5 mmol/L sodium citrate at 95°C, pH 6.0. Sections were incubated with antisera specific for active caspase-3 (Asp174; Cell Signaling Technology, Danvers, MA) or Ki-67 (Novus Biologicals, Littleton, CO), overnight at 4°C. Sections were then stained with Alexa 594-conjugated secondary antibodies (Invitrogen™) for 1 h and visualized by fluorescence microscopy. Cell scoring was performed using MetaMorph software (Molecular Devices, Sunnyvale, CA).

### Real Time quantitative Reverse Transcription Polymerase Chain Reaction (qRT-PCR)

One step RT-PCR (Applied Biosystems, Foster City, CA) was performed using 1 *μ*g of total RNA. The two-step qRT-PCR was performed using 100 ng of total RNA. Relative Id3 expression levels were normalized to GAPDH levels using 2^−ΔΔCt^ quantification method.

### Soft agar growth assay

GFP-expressing A431/Id3 cells were pretreated with vehicle (dimethyl sulfoxide), or 20 *μ*mol/L caspase-8 inhibitor (Z-IETD-fmk) or pan-caspase inhibitor (Z-VAD-fmk) overnight. In 250 *μ*L of 0.3% agarose, 10^3^ cells were embedded and added on top of 0.6% agarose base layer 5. Colonies formed in soft agarose were visualized under epifluorescence microscope and counted manually (*N* > 200/group).

### 5-FU and cisplatin treatment

In six-well plates, 3 × 10^4^ cells per well were plated. ±Tet cells were treated with 10 *μ*mol/L of 5-FU (Sigma-Aldrich, St. Louis, MO) or 20 *μ*mol/L of cisplatin (Sigma). Seventy-two hours after drug treatment, cell viability was quantified by Trypan Blue exclusion assay. Mice bearing A431 xenografts were also treated twice with 5-FU (100 mg/kg) and cisplatin (6 mg/kg) by intraperitoneal injection. 5-FU treatments were administrated on days 11 and 18, and cisplatin on days 16 and 23. Tumor sizes were monitored using the CRi Maestro™ In-Vivo Imaging System.

### Statistical analysis

Student's *t-*tests were performed and *P *≤ 0.05 are considered statistically significant (represented by one asterisk). *P *≤ 0.01 or 0.001 are represented by two or three asterisks, respectively. Error bars show mean ± SD unless otherwise specified. To test whether Id3 was synergistic with cisplatin (cis-diamminedichloroplatinum(II); CDDP) or 5-FU, CompuSyn software (ComboSyn, Inc., Paramus, NJ) was used to calculate the combination index (CI) based on the Chou–Talalay drug synergy quantification model 20, using Id3/CDDP or Id3/5-FU ratios ranging from 0.01 to 2000.

## Results

### Establishment of A431/Id3 and A431/Vc cell lines

To investigate the effects of Id3 in malignant SCC cells, a Tet-inducible system was used to induce Id3 expression. First, stable cell lines were verified for Id3 protein induction by Tet (Fig. 1A) and a robust induction of Id3 mRNA (seven- to eightfold) was confirmed by semiquantitative reverse transcriptase-mediated PCR (RT-PCR) as well as by qRT-PCR (Fig. S1). A Tet-induction time course was performed in A431/Id3 clone 5 and A431 vector control (A431/Vc) cell lines. The induction of Id3 in the A431/Id3 cl5 cell line can be seen as early as 2 h after addition of Tet, and a decrease observed after 16 h. There was no detectable Id3 protein in A431/Vc cells throughout the time period tested (Fig. S2). Normalized Id3 protein expression levels relative to GAPDH loading control are shown in Figure S2.

**Figure 1:**
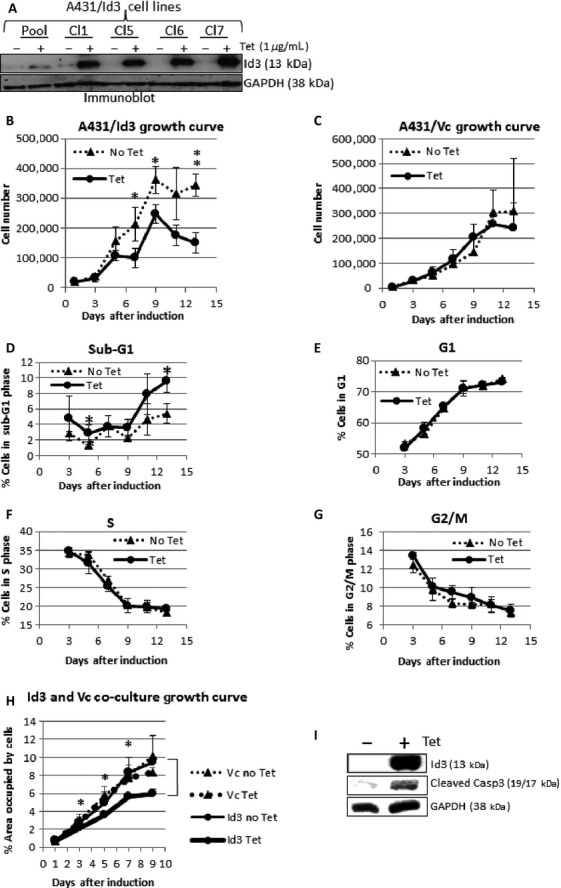
(A) Immunoblot result showing inducibility of Id3 in A431 stable cell lines (pooled clones and four representative clones) by tetracycline (1 *μ*g/mL) for 24 h. GAPDH was used as a loading control. Clone 5 (Cl5) was chosen to proceed with experiments described. (B) A431/Id3 cells were cultured in low serum (0.1% FBS) and viable cell numbers were recorded for 13 days for both uninduced (no Tet) and induced (Tet) groups. (C) A growth curve for A431/Vc cells was determined under the same conditions as A431/Id3 cells. (D–G) A431/Id3 cells were cultured in 0.1% serum and cell cycle analysis performed to determine percentages of cells in phases of the cell cycle. (H) GFP-expressing A431/Id3 and Ds-Red-expressing A431/Vc were cocultured in 0.1% serum. Growth curves were determined and statistical analyses performed to determine any significant differences in growth. (I) Immunoblot showing Id3 and caspase-3 cleavage products for A431/Id3 cells. FBS, fetal bovine serum. *P* values ≤ 0.05 are considered statistically significant and represented by asterisks.

### Cells with induced Id3 expression showed decreased cell numbers in low serum

Since Id proteins are associated with cell cycle progression and survival 6,21, we first determined whether induction of Id3 alters cell growth. In normal serum, no differences were observed between ±Tet cells. A431/Id3 cells were then cultured in low serum (0.1% FBS) conditions and we observed that Id3 induction resulted in significantly fewer viable cells compared to uninduced cells (Fig. 1B). We then examined if the decrease in cell number was concomitant with changes in the cell cycle. We observed an increase in the sub-G1 cell population in Id3-induced cells (Fig. 1D) but no changes in S phase (Fig. 1F) or in other phases of the cell cycle (Fig. 1E and G). The growth curve of A431 Vc cells was also assayed in the same manner and no differences in cell number were observed, indicating that tetracycline did not alter cell cycle or cell death (Fig. 1C).

We next cocultured GFP-expressing A431/Id3 and Ds-Red-expressing A431/Vc cells and examined cell growth ±Tet in low serum conditions (Materials and Methods). Student's *t*-tests revealed that coculture with induced A431/Id3 cells did not alter proliferation of A431/Vc cells (Fig. 1H), indicating that changes in cell numbers were not due to cell–cell communication or secreted factors.

To identify the form of cell death induced by Id3, we determined whether caspase-3, the converging point for most apoptotic pathways, was proteolytically processed from procaspase-3 into its smaller, active form. Upon Id3 induction, active caspase-3 subunits were clearly observed (Fig. 1I). This indicates that Id3 induction is sufficient to induce apoptosis in A431 cells by a pathway most likely involving caspase-3.

### Microarray analysis revealed Elk-1 as a downstream target of Id3

To investigate the molecular pathways by which Id3 mediates caspase-3 activation and apoptosis in A431 cells, microarray analysis was performed. A431/Id3 and A431/Vc ±Tet cells were subjected to microarray analysis. 

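A431 is an established line of human squamous carcinoma cells. A431/Id3 cells carried Id3 under a promoter that Tet releases from repression, and A431/Vc cells carried the same vector without Id3. RNA of both lines, without Tet or with Tet at 1 μg/mL, was hybridized to 1 Affymetrix gene chip per group, which gave 4 arrays. The signal of ID3 was 713 in uninduced A431/Vc, 549 in A431/Vc with Tet, 271 in uninduced A431/Id3 and 4561 in induced A431/Id3, so that ID3 was highest on the array labelled as induced. This signal came from a single probe set (207826_s_at), and whether that probe set lies inside the Id3 insert or in the untranslated 3′ end of the gene is not given in the sources used here. The deposited values are intensities on a linear scale that the authors had normalized between arrays with dChip. The version, the expression model and any filter are not given in the sources used here. Median signals were 140.3 in uninduced A431/Vc, 132.3 in A431/Vc with Tet, 153.3 in uninduced A431/Id3 and 149 in induced A431/Id3. The actin probe sets at the 5′ and 3′ ends of the transcript, whose ratio falls when the labelled RNA is incomplete, had ratios of 0.546, 0.249, 0.374 and 0.459 on these arrays, in the same order. Signals under 1 were set to 1 before log2, and no other scaling or filter was applied. Control probe sets were left out, which left 22215 probe sets, of which 19064 were annotated with 1 gene symbol, 1043 with several and 2108 with none. A gene was represented by its probe set with 1 symbol and the highest mean log2 signal. The brighter 50% of the probe sets, with a mean signal of at least 144, held the representative probe sets of 6788 of the 11963 genes. With 1 array per condition there was no replicate check and no test, and the number of arrays limits the precision of every value. Differences over 1.5-fold are therefore differences between single arrays.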

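In induced A431/Id3 the signal of ID3 was 16.8-fold that of uninduced A431/Id3 and 6.39-fold that of uninduced A431/Vc, the next highest array. Among genes of the brighter 50%, the next highest above all 3 other arrays were MAP2K5, a kinase of the MAPK cascade (3.29-fold over the nearest array), CR1, a complement receptor (1.99-fold by its brightest probe set), and MXD3, a Max-binding repressor of the Myc network (1.88-fold). MAST3 (1.68-fold), the mechanically gated channel PIEZO1 (1.61-fold), the deacetylase HDAC11 (1.59-fold), MARCKSL1 (1.59-fold), the lysosomal glucosidase GAA (1.57-fold) and the actin-capping protein CAPG (1.56-fold) followed. The MAP2K5 value rested on probe set 211371_at, at 3188 in induced A431/Id3 and 53.5 in uninduced A431/Id3, whereas the next 3 probe sets of the gene by signal had log2 differences of 0.31, 0.36 and 0.25. The log2 difference of CR1 with induction was 1.44 on that probe set and 0.56 averaged over its probe sets, 217484_at of the dimmer 50% having -1.79. CHRNB1, the beta subunit of the muscle acetylcholine receptor, was lowest, at 44.8 in induced A431/Id3, 176 in uninduced A431/Id3, 429 in uninduced A431/Vc and 322 in A431/Vc with Tet, which is 3.94-fold under the nearest array. SNX16, an endosomal sorting protein (1.73-fold under the nearest array), the sugar transporter family members SLC35A5 (1.65-fold) and SLC35G2 (1.61-fold), the zinc finger gene ZNF814 (1.62-fold), GDAP1 of the mitochondrial outer membrane (1.59-fold), C3orf52 (1.56-fold), the amino acid transaminase BCAT1 (1.55-fold), NXPE3 (1.53-fold) and EXOC5 of the exocyst (1.53-fold) were also lower.
Over all signals, 1442 of 22215 probe sets lay over 1.5-fold from each of the other 3 arrays in induced A431/Id3, 636 of them higher and 806 lower. In the brighter 50% this held for 65 of 11108 probe sets, 32 higher and 33 lower. With each other array in the place of induced A431/Id3, the brighter 50% gave 209 probe sets for uninduced A431/Vc, 267 for A431/Vc with Tet and 36 for uninduced A431/Id3.

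**Figure D1:**
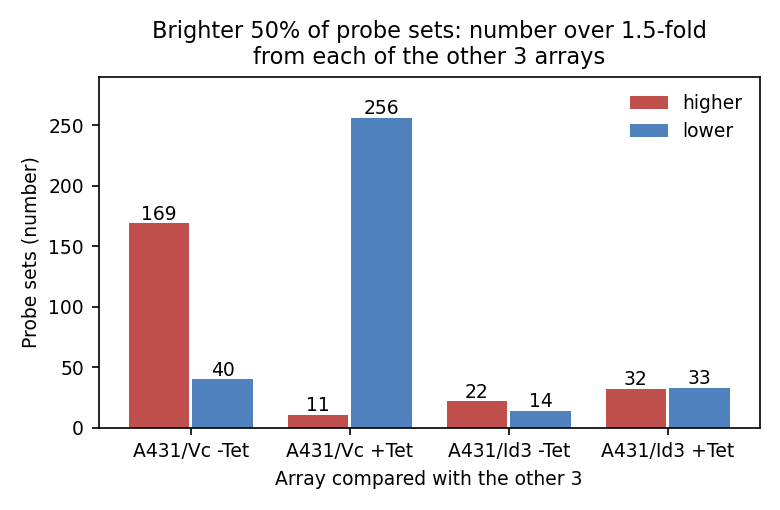
Number of probe sets of the brighter 50% whose signal on 1 array was over 1.5-fold higher (red bars) or lower (blue bars) than on each of the other 3 arrays, with 1 array per condition. Induced A431/Id3 had 32 higher and 33 lower, and A431/Vc with Tet had 11 higher and 256 lower.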

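Between induced and uninduced A431/Id3, none of the measured genes of 11 lists differed over 1.5-fold by the brightest probe set of the gene: 8 caspases, 16 genes of the death receptor pathway, 16 p53 targets, 41 proliferation genes, 17 genes of the unfolded protein response, 11 heat shock genes, 19 genes of hypoxia and glycolysis, 14 of cholesterol synthesis, 23 DEAD/DEAH-box helicases, 16 housekeeping genes, and the 4 ternary complex factors and SRF. Another, dimmer probe set of the brighter 50% did differ for 7 genes of these lists, and one of the dimmer 50% for 13 more. Besides those of ELK1 (higher), DHX9 and DDX3X (both lower), these were lower for CASP8 (log2 difference of -0.64), FAS (-0.71), CCNE2 (-0.82) and HSP90B1 (-1.08). Over all 11963 genes, 1131 were higher and 936 lower in this comparison. Among the 6788 brighter genes only 126 were higher (1.86%) and 25 lower (0.37%). Lists made mostly of brighter genes would thus hold few or none at these shares, and the 11 were picked from 32 for having none. The paper reports fewer cells with Id3 in low serum and no difference in normal serum, and its text does not state the serum used for the arrays. The sample labels describe serum at the level used to maintain the cells. Of 24 genes of the Bcl-2 family and mitochondrial apoptosis, 3 were higher and 1 lower. BAD, which promotes apoptosis, was 1.77-fold higher and BCL2L1, which encodes Bcl-xL, 1.59-fold higher, and both were lower with Tet in A431/Vc (log2 differences of -0.92 and -0.94). The other members that differed, BCL2A1 and BOK, were in the dimmer 50%. Of 27 immediate-early genes, 3 were higher and 2 lower, with FOS 1.99-fold and JUNB 1.76-fold higher, and FOS was lower with Tet in A431/Vc (log2 difference of -0.66). Of 30 genes of keratinocyte differentiation, 7 were higher and 3 lower. KRT13, a keratin of stratified epithelia, was 1.68-fold higher and the receptor NOTCH3 1.81-fold higher, and the other 8 were in the dimmer 50%. In induced A431/Id3, BAD (599), BCL2L1 (949), FOS (465) and KRT13 (1004) stayed below uninduced A431/Vc (721, 1816, 538 and 3705). JUNB (747) did not (649).
Of 12 genes of the Myc-Max-Mxd network, MXD1, MXD3 and MLXIPL were higher and MYCN was lower, MXD3 alone being in the brighter 50%. Of 24 genes of the TBK1 and NF-kB pathway, TBKBP1 and the inhibitor NFKBIA were higher and the chemokine CCL2 was lower, NFKBIA alone being in the brighter 50% and lower with Tet in A431/Vc (log2 difference of -0.90). The 4 higher of 21 other ETS factors (ETV3, ELF5, SPI1 and SPIB) were all in the dimmer 50%. ID3 was the only 1 of 4 Id genes to differ. MAP2K5 and EGF were higher among 25 genes of the EGFR and MAPK pathway, MAP2K5 alone being in the brighter 50%. IFI6 was higher (1.50-fold) among 28 interferon-stimulated genes. Outside these lists, HCFC1R1 (log2 difference of 1.05), PDLIM4 (1.02), the retinoic acid receptor RARG (0.97), the sialyltransferase ST3GAL5 (0.94) and WDTC1 (0.89) were among the highest genes of the brighter 50% with induction, and TMEM158 (-0.81), RPL27A (-0.73), B4GALT6 (-0.72) and the helicase BRIP1 (-0.69) among the lowest. Averaged over all probe sets of the gene, RARG had 0.03 and PDLIM4 0.38. With Tet in A431/Vc, TMEM158 was lower too (-0.68), whereas RPL27A, B4GALT6 and BRIP1 had 0.35, 0.34 and 0.37. There HCFC1R1, PDLIM4, RARG, ST3GAL5 and WDTC1 had -1.34, -0.92, -1.06, -0.23 and -1.17. None of these higher genes lay over 1.5-fold above each of the other 3 arrays. RARG (201) and WDTC1 (224) in induced A431/Id3 stayed below uninduced A431/Vc (329 and 323). Genes with signals near the floor can differ over 1.5-fold between single arrays by a few units of signal. The array of A431/Vc with Tet had the lowest actin 5′ to 3′ ratio, and 859 probe sets of the brighter 50% were lower on it than in uninduced A431/Vc, against 94 higher.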

Id3 altered expression levels of 16 genes greater than 1.5-fold, when induced A431/Id3 was compared with the other three groups (Fig. 2A). We verified expression levels of candidate genes and showed that TBK-BP1, Elk-1, and MXD3 were upregulated at the mRNA (Fig. 2B) and protein (Fig. 2C) levels by Id3.

**Figure 2:**
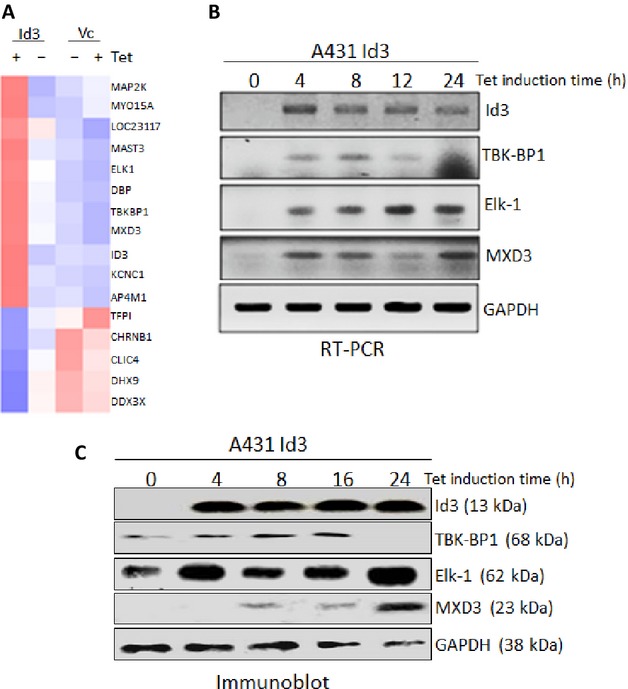
(A) Heat map showing 16 genes significantly up- or downregulated by Id3 by at least 1.5-fold. (B) RT-PCR was performed to verify genes that were shown to be upregulated by Id3 in microarray analysis. (C) Immunoblot analysis of proteins corresponding to genes upregulated by Id3.

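The heat map prints 16 names, 11 higher and 5 lower in induced A431/Id3. Each of the 14 names that match 1 gene symbol of the array had at least 1 probe set over 1.5-fold from each of the other 3 arrays in the direction drawn. Taken by the brightest probe set of the gene, this held for 9 names, 8 higher and 1 lower. ELK1, which encodes the ETS factor Elk-1, had 3 probe sets. Probe set 210376_x_at had signals of 213 in uninduced A431/Vc, 171 in A431/Vc with Tet, 322 in uninduced A431/Id3 and 574 in induced A431/Id3, a log2 difference of 0.83 with induction. The brightest, 203617_x_at, had 895, 452, 532 and 751 on the same arrays, a log2 difference of 0.50 with induction and a higher signal in uninduced A431/Vc. Its signals ranked over the arrays in the order of the actin 5′ to 3′ ratios, whereas those of 210376_x_at did not. The third, 210850_s_at, had signals from 4.24 to 23.5. TBKBP1, a binding partner of the kinase TBK1, had signals of 38.7, 3.07, 68.6 and 220 in the same order, all on 1 probe set of the dimmer 50%, and was 1.68 higher on the log2 scale with induction. The single probe set of MXD3 had 156, 115, 209 and 394.
Of the other higher names, the unconventional myosin MYO15A (log2 difference of 2.05), the potassium channel KCNC1 (1.17), AP4M1 of an adaptor complex (0.96) and the circadian factor DBP (0.76) were in the dimmer 50%, and a second probe set of DBP had a log2 difference of -0.45. Of the 5 lower names, CHRNB1 had 1 probe set. The brightest probe sets of the chloride channel protein CLIC4 and the RNA helicases DHX9 and DDX3X had log2 differences of -0.17, -0.15 and -0.17, at signals of 2674, 4311 and 4068 in induced A431/Id3. Their probe sets that lay apart were dimmer, with 197 for CLIC4 (log2 difference of -0.78), 351.3 and 92.9 for DHX9 (-0.73 and -0.83) and 455 for DDX3X (-0.70). TFPI, an inhibitor of coagulation, had log2 differences from -0.42 to -3.84 over its 5 probe sets. The -3.84 came from 214378_at, at 31.5 in uninduced and 2.21 in induced A431/Id3, near the floor. Its other probe sets lay between -0.42 and -0.87. MAP2K as printed is not the symbol of 1 gene. Among the probe sets of MAP2K1, MAP2K2, MAP2K4, MAP2K5 and MAP2K6, only 211371_at of MAP2K5 was apart and higher, and the printed name was not assigned to it. The gene ID within the name LOC23117 occurred only on probe sets annotated with several genes, so that no probe set was matched to it. Of these, 211996_s_at was apart, with signals of 1022, 555, 1835 and 2873. From the genes altered in induced A431/Id3, and from RT-PCR and immunoblot analysis of candidates (Fig. 2B and C), the paper takes Elk-1 as a downstream target of Id3.

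**Figure D2:**
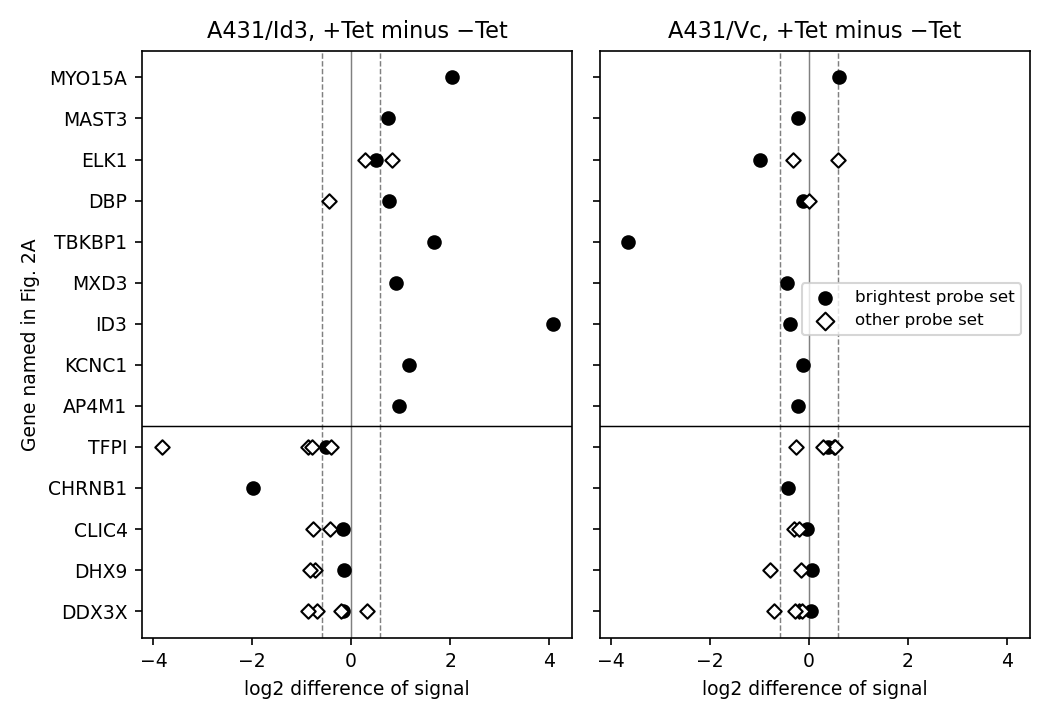
Log2 difference of signal with Tet in A431/Id3 (left) and in A431/Vc (right) for every probe set of the 14 names of Fig. 2A that match 1 gene symbol, with 1 array per condition. Black circles are the brightest probe set of each gene, white diamonds its other probe sets, dashed lines 1.5-fold, and the horizontal line parts the names drawn as higher from those drawn as lower. The brightest probe set of ELK1 lies at 0.50 on the left and at -0.99 on the right.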

### Id3 induced apoptosis through an Elk-1–caspase-8-dependent pathway

Of candidate genes, Elk-1 was the only gene that physically interacts with Id proteins 15. Furthermore, Sp1 and Elk-1 bind to the caspase-8 promoter and induce apoptosis in colorectal cancer cells in response to SPARC treatment 17. We therefore investigated the potential involvement of Elk-1 and caspase-8 in Id3-induced apoptosis in A431 cells.

Upon Id3 induction, A431/Id3 cells showed elevated levels of Elk-1, procaspase-8, and active caspase-8 proteins (Fig. 3A). When cells were transfected with Elk-1 siRNA, Id3 induction of Elk-1, procaspase-8, and active caspase-8 were all suppressed (Fig. 3A). This suggests an apoptotic pathway leading from Id3 to Elk1 to procaspase-8 induction and activation in A431 cells.

**Figure 3:**
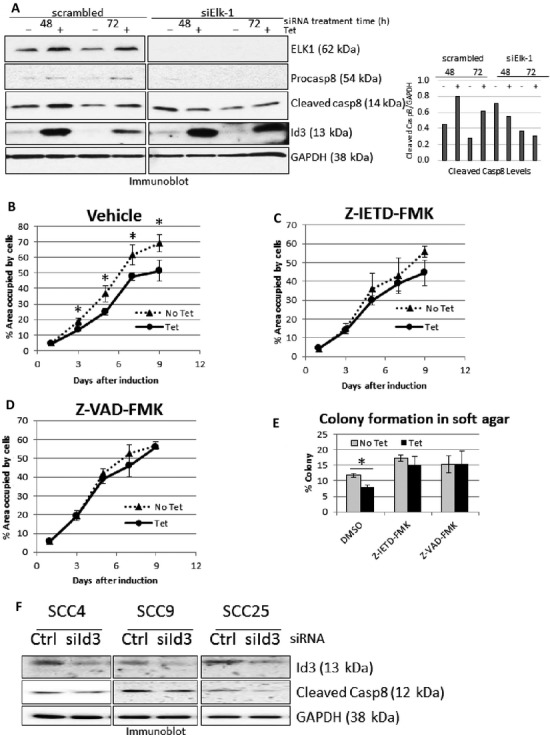
(A) A431/Id3 cells in 0.1% FBS were treated with either scrambled or Elk-1 siRNA (siElk-1) for 48 or 72 h and assayed for protein levels. Densitometric quantification of immunoblot showing relative cleaved caspase-8 levels compared to those of GAPDH. (B–D) GFP-expressing A431 Id3 cells were treated with vehicle (B, DMSO), caspase-8 inhibitor (C) or pan-caspase inhibitor (D) in 0.1% FBS. Cell growth was assayed. (E) GFP-expressing A431/Id3 cells treated with either vehicle (DMSO), caspase-8, or pan-caspase inhibitor were grown in agarose and assayed for colony formation after 4 days. (F) SCC4, SCC9, and SCC25 cells were treated with scrambled or Id3 siRNA for 24 h, and assayed for Id3 and caspase-8 levels by immunoblot analysis. SCC, squamous cell carcinoma; FBS, fetal bovine serum. *P* values ≤ 0.05 are considered statistically significant and represented by asterisks.

### Caspase inhibitors abolished Id3-induced decreases in cell numbers in low serum, and colony formation in soft agar

To further investigate the involvement of Id3 in apoptosis, we treated cells with caspase-8 and pan-caspase inhibitors. As before, Tet-induction of Id3 reduced cell numbers in the presence of vehicle (Fig. 3B), while the caspase inhibitors attenuated effect of Id3 on cell number decrease in low serum (Fig. 3C and D). This indicates that Id3-induced decrease in cell number under low serum is caspase dependent.

We next investigated the ability of A431/Id3 cells to form colonies in agarose. We observed a significant decrease in cell colonies when Id3 was induced (Fig. 3E). However, in the presence of caspase inhibitors, the decrease in colony formation due to Id3 induction was eliminated (Fig. 3E), indicating that Id3 inhibition of soft agar colonies is also caspase dependent.

To further investigate the induction of caspase-8 activation by Id3, we reduced endogenous Id3 levels using siRNA in SCC4, SCC9, and SCC25 cells. Knocking down Id3 decreased levels of active caspase-8 in these other SCC cells (Fig. 3F) when quantified by densitometry: SCC25 (74%) > SCC9 (38%) > SCC4 (17%). Our results suggest that endogenous Id3 induces spontaneous apoptosis via a caspase-8-dependent pathway in other SCC lines.

### Id3-induced apoptosis is C-terminus and HLH dependent

To investigate the domains of Id3 that are responsible for apoptosis, four inducible cell lines expressing Id3 deletion mutants were created and verified (Fig. 4A–B). We observed that deleting the N-terminus of Id3 (ΔN39) did not abolish Id3-induced apoptosis (Fig. 4D). Other Id3 mutants all lost their ability to reduce cell numbers (Fig. 4C, E–F). Further, Id3 ΔN39 showed a drastic increase in sub-G1 population (Fig. 4H), while other mutants showed no significant difference in sub-G1 population (Fig. 4G, I–J). These results suggest that the HLH and C-terminal domains of Id3 gene are important for induction of apoptosis in A431 cells.

**Figure 4:**
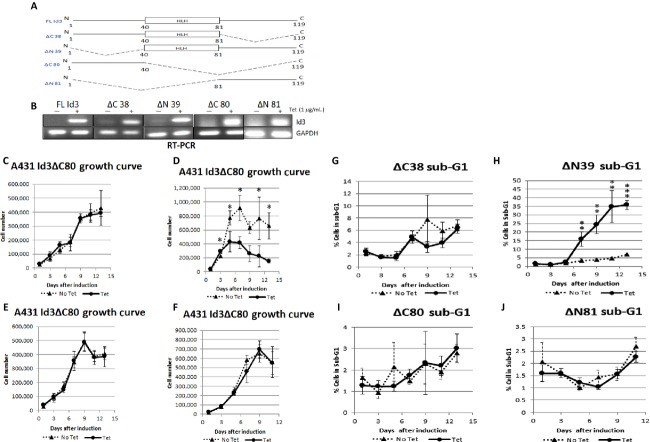
(A) Schematic representation of Id3 deletions of the C-terminus (ΔC38), N-terminus (ΔN39), C+HLH (ΔC80) domain, or N+HLH (ΔN81) domain. (B) Induction of Id3 mutants by Tet (1 *μ*g/mL for 24 h) were verified. (C–F) Growth curves for Id3-mutant cell lines. (G–J) Cell cycle analyses performed for Id3-mutant cell lines. HLH, helix–loop–helix. *P* values ≤ 0.05 are considered statistically significant and represented by asterisks.

### Id3 induction decreased xenograft sizes in vivo

To investigate the ability of Id3 to suppress tumor growth in vivo, we injected A431 cells subcutaneously into mice and tracked tumor growth via in vivo imaging of GFP-expressing cells (Materials and Methods; Fig. 5A). Induction of Id3 in vivo was achieved through doxycycline (Dox)-containing feed (Fig. 5B). We found that Id3 significantly reduces tumor size (≈33%, *P* = 0.002; Fig. 5C). When A431/Vc were injected into nude mice, no differences were observed in the sizes of ±Dox tumors (Fig. 5D). Further, immunoblot analysis showed that Elk-1 is induced in tumors with high levels of Id3 induced by Dox (Fig. 5B).

**Figure 5:**
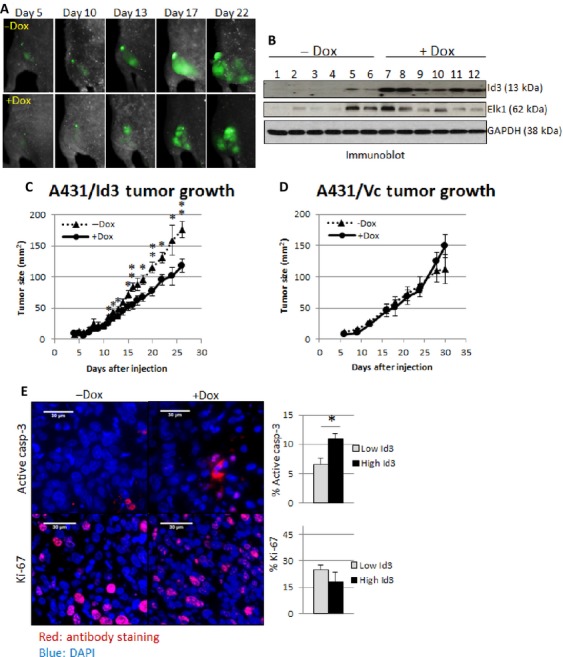
(A) Mouse xenografts formed from GFP-expressing A431/Id3 cells imaged in vivo. (B) Id3 and Elk-1 protein levels were examined in A431/Id3 tumor lysates. (C,D) Xenograft sizes from GFP-expressing A431/Id3 cells and Ds-Red-expressing A431/Vc cells for both uninduced (−Dox) and induced (+Dox) groups were imaged in vivo. Results are expressed as mean ± SE (A431/Id3, −Dox: *N* = 10; +Dox: *N* = 14. A431/Vc, −Dox: *N* = 5; +Dox: *N* = 5). (E) Tumor sections from A431/Id3 xenografts were assayed for levels of active caspase-3 (top row) and Ki-67 (bottom row) by immunofluorescent staining in ±Dox groups. DAPI stains cell nuclei. Percentages of cells stained for both markers are shown in bar graphs on right (low Id3: *N* = 6, high Id3: *N* = 3). *P* values ≤ 0.05 are considered statistically significant and represented by asterisks.

Immunofluorescent staining was then performed to investigate if reduced Id3 xenograft sizes are due to decreased proliferation or increased apoptosis. We observed a 50% increase in active caspase-3 levels in tumors expressing high levels of Id3 (*P* = 0.01; Fig. 5E). On the other hand, expression of the proliferation marker Ki-67 was unaltered (Fig. 5E). Our data suggest that Id3 decreases xenograft sizes via apoptosis.

### Id3 sensitizes SCC cells to chemotherapeutic drugs

Id3 has been shown to mediate cisplatin-induced apoptosis in sarcoma cells 12. We therefore investigated the effect of Id3 on cell death in A431 cells in response to 5-FU and CDDP. For both drugs, the CI values for 90% and 50% population death are all less than 1, which is an indication of a synergistic effect (Table1). Thus, Id3 sensitizes A431 cells to CDDP and 5-FU treatments (Fig. 6A–B).

**Table 1:** CI values for Id3 + CDDP and Id3 + 5-FU combination treatments

Id3/CDDP ratio	CI for 90% death	CI for 50% death	Id3/5-FU ratio	CI for 90% death	CI for 50% death
1/2000	1.20E-4	0.00279	1/1000	Infinity	Infinity
1/20	1.22E-04	0.00278	1/10	2.99E-7	5.11E-4
1/2	1.39E-04	0.0027	1	4.36E-7	4.69E-4
1	1.54E-04	0.00263	2	5.64E-7	4.42E-4
5/2	1.88E-4	0.00252	5	8.74E-7	3.99E-4
10	2.84E-4	0.00229	20	1.93E-6	3.32E-4
100	6.28E-4	0.00192	200	8.03E-6	2.39E-4
1000	0.00143	0.00159	2000	8.00E-6	2.39E-4

5-FU, 5-fluorouracil.

**Figure 6:**
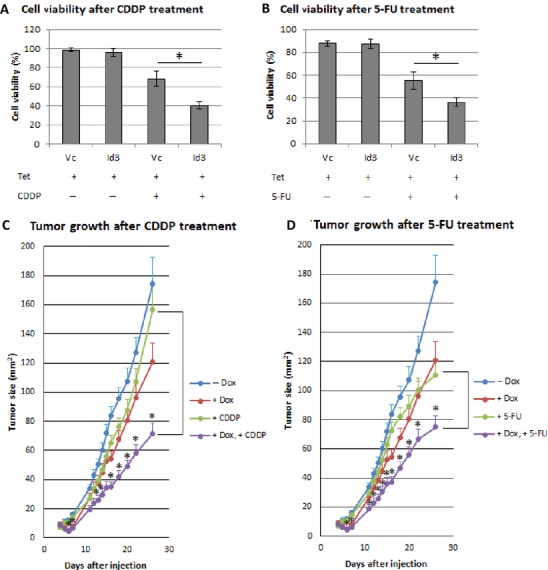
(A–B) Cell viabilities were determined for Tet-induced A431/Id3 and A431/Vc cells treated with CDDP or 5-FU for 3 days. (C–D) A431/Id3 mouse xenografts were fed with control diet or with Dox to induce Id3. Dox-induced or -uninduced mice were then left untreated, or treated with CDDP (C), or 5-FU (D). Tumor sizes were determined as described in Materials and Methods. Results are expressed as mean ± SE (*N* = 6 for each group). Asterisks represent statistically significant differences in tumor sizes after chemotherapy in the presence or absence of Dox-induced Id3. *P* values ≤ 0.05 are considered statistically significant and represented by asterisks.

We further investigated the efficacy of CDDP or 5-FU in the presence or absence of Id3 in mouse xenografts derived from A431 cells. Our data indicate that CDDP or 5-FU alone decrease xenograft sizes by 10% and 35%, respectively, on the last measured day of growth (day 26). However, in Dox-induced Id3 tumors, CDDP or 5-FU decreases xenograft sizes by 55% (Fig. 6C–D). These results suggest that Id3 levels may be a predictor of drug response or that Id3 itself could serve as a therapeutic target.

## Discussion

We demonstrate that Id3 induced apoptosis in malignant A431 SCC cells in culture and in vivo. In cell culture, we show that Id3 reduced cell numbers in low serum and in soft agar, accompanied by an increase in sub-G1 population. In the mouse xenograft model, we show that Id3 significantly decreases tumor size by >30% via apoptosis. Furthermore, we have shown that Id3 induced Elk-1 in vitro and in vivo. This signaling cascade results in the proteolytic activation of caspases-8 and -3, leading to cell death. As revealed by our Id3 mutant analyses, this pathway is likely dependent on the C-terminal and HLH domains of Id3 (Fig. 4C–F).

The mechanism by which Id3 modulates apoptosis in malignant keratinocytes appears to be different from that of nontransformed keratinocytes. In premalignant cells, Id3 induces *bax* expression at the promoter level 9,22. On the other hand, ectopic expression of Id3 alone did not elevate Bax protein levels in A431 cells. However, Id3 does enhance Bax protein in response to UVB exposure (480 J/m^2^, data not shown).

Deletion of N-terminal 39 amino acids of Id3 renders it a more potent apoptosis inducer (Fig. 4D and H). The mechanism remains to be investigated, although this might be due to the loss of the Cdk2 S5 phosphorylation site. Phosphorylation of Id3 by CyclinA/E-Cdk2 complexes abolishes interaction between Id and TCF proteins 23. Deleting this phosphorylation site from Id3 protein may allow Id3 to escape Cdk2 regulation, and thus interact with Elk-1 with greater affinity.

Id3 siRNA reduced active caspase-8 levels in SCC4, SCC9, and SCC25, which all harbor p53 mutations in their DNA-binding domains. SCC4 and SCC25 have one p53 allele each 24, which is a p53^P151S^ gain-of-function (GOF; SCC4) 25,26, and a p53^R209fs^ 2-bp frameshift (SCC25) 24. SCC9 has a p53^274fs^ 32-bp frameshift. SCC4 overexpresses the GOF p53, while p53 is undetectable in SCC9 and SCC25 24,27–29. The loss of p53 expression did not prevent Id3 siRNA-mediated reduction in caspase-8 activation, especially in SCC25 cells, suggesting that Id3-mediated activation of caspase-8 is p53-independent (Fig. 3F). A431 also has only one p53 allele harboring a GOF p53^R273H^ missense mutation in the DNA-binding domain 30, which downregulates procaspase-3 and increases resistance to chemotherapeutics A431 31. In contrast to p53^R273H^, Id3 induces apoptosis in A431 cells and sensitizes these cells to cisplatin and 5-FU, which is also consistent with p53-independent apoptosis.

We have demonstrated that Id3 sensitizes A431 cells to cisplatin and 5-FU. Id3 has also been shown to sensitize sarcoma cells to cisplatin 12. However, the Id1/Id3 aptamer (Id1/3-PA7) has been shown to induce cell cycle arrest and apoptosis in breast cancer cells 32. Further, Id3 levels in cancer have been shown to be study- and/or cell type-specific. Analysis of the Oncomine® database revealed that Id3 was significantly upregulated in 83 studies and downregulated in 84 studies in which cancers were compared to normal samples (threshold *P *= 0.05, fold change = 1.5, accessed date 18 June 2014). Thus, employing Id3 as a therapeutic target requires careful evaluation, and context-specific effects should be used to inform design of therapeutics when making decisions to treat cancer patients.

## Supporting Information

**Figure S1.** A431/Id3 clone 5 cells were induced by Tet (1 *μ*g/mL) and assayed for Id3 RNA expression by RT-PCR as described in sec 2. GAPDH served as a loading control. qRT-PCR (right) shows Id3 mRNA levels at 0, 4, 8, 12, and 24 h after Tet-induction. Relative Id3 levels were normalized to GAPDH levels in each time point using Ct values. **Figure S2.** (Top): Id3 was detected by immunoblot analysis in A431/Id3 clone 5 and A431/Vc cell lines 0, 2, 4, 8, 16, or 24 h after addition of Tet. Tet was then removed after 24 h. (Bottom): Densitometric quantification of immunoblot showing relative Id3 expression levels compared to GAPDH.

How the deposited data were processed for this re-analysis (not part of the article)

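RNA of A431/Vc and A431/Id3 cells, each without and with Tet (1 μg/mL), was measured on Affymetrix gene chips, with 1 array for each of the 4 conditions. The deposited values are intensities on a linear scale, 1 per probe set and array. The authors normalized them between arrays with dChip, which fits 1 expression value to the probes of a probe set, so the values carry both that fit and the scaling between arrays. The dChip version, the expression model, the baseline array and any filter are not given in the sources used here, and neither are the duration of Tet treatment before these arrays or present and absent calls. Median signals were 132.3 to 153.3, and 2.52% to 2.67% of probe sets were at or under 1 on an array.

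Signals under 1 were set to 1 and log2 was taken. The 62 control probe sets were left out of the 22277, except for the 5′ and 3′ probe sets of actin and GAPDH, which served as a measure of how complete the labelled RNA was. Gene symbols came from the annotation of the array, and an annotation of GRCh38.p14 was used to look for updated symbols, of which there were 0. Of 22215 probe sets, 19064 had 1 symbol, 1043 several and 2108 none, and no gene was named from a probe set with several symbols. No genome position is given, because the array values name no genome build. A gene was represented by its brightest probe set, and 4310 of 11963 genes had more than 1. The brighter 50% was the 11108 probe sets at or above the median of the mean log2 signal.

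A probe set was counted as apart when its signal in induced A431/Id3 was over 1.5-fold above, or below, that on each of the other 3 arrays, after the paper's own criterion. Counts over 1.5-fold were also made for A431/Id3 with and without Tet, A431/Vc with and without Tet, and the lines without Tet. With 1 array per condition no test was run and no p-value is given. On simulated data for the count of probe sets apart (22215 probe sets), 64% of the probe sets raised or lowered 2-fold were recovered over all signals and 72.4% in the brighter 50%, and 92% and 100% at 4-fold. Of the unchanged ones, 1734 were called over all signals and 191 in the brighter 50%. The simulated arrays shared the same mean signals, without a difference between the lines, and took their noise from the A431/Vc pair. That pair differed more than the A431/Id3 pair (953 against 266 brighter probe sets over 1.5-fold). The 1734 and 191 are therefore no estimate of false calls among the observed counts.

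The genes named were fixed by rule before the data were examined, with the figures of the paper already seen. They were the genes the text names for these cells, the names beside the heat map of Fig. 2A, the 10 highest and 10 lowest genes of the brighter 50% in induced A431/Id3 against all 3 other arrays, the 10 largest differences each way with induction and the 5 largest each way in the other comparisons, and up to 4 members of each gene list over 1.5-fold. Some items are not reported here. The 32 gene lists were also fixed before, and for each one the members over 1.5-fold were counted. The median log2 difference of a list was placed as a percentile among 10000 random lists of the same size matched on mean signal, as a description of these arrays.

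The alternatives left out the dimmest 25% or 50% of probe sets, added 32 to the signal, centred the arrays on their medians, applied quantile normalization, asked for 2-fold or for a difference of at least 100 in signal, counted genes in place of probe sets, left out probe sets whose IDs end in _s_at or _x_at, averaged all probe sets of a gene, compared with the mean of the other 3 arrays, subtracted the difference in A431/Vc, or left out 1 of the 3 other arrays. Combinations with the filter on dim probe sets were added after seeing the data. The computations used Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and the figures matplotlib 3.10.9.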

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

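The tests on quantile normalization and on the other probe sets of a gene were set before their results were seen, and the other tests in this part were chosen after.

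Between the lines without Tet, 26 of 28 measured interferon-stimulated genes were over 1.5-fold higher in A431/Id3, a signal in genes outside those the paper discusses. HSPB1, which encodes the heat shock protein Hsp27, had a log2 difference of -5.86 in the same comparison, from 1515 in uninduced A431/Vc to 26.2 in uninduced A431/Id3, a dim signal, and of -4.73 with an offset of 32. Probe set 211371_at of MAP2K5 had a log2 difference of 5.90 with induction, while on the arrays of A431/Vc its signals were 596 and 968.

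The difference between the lines in their change with Tet was not tested across replicates because each condition had 1 array. In the brighter 50%, 76 genes were over 1.5-fold higher with Tet in A431/Id3 and over 1.5-fold lower with Tet in A431/Vc, where independent lists of these sizes (126 and 496 of 6788) would share 9.21, and 0 showed the reverse, where such lists (25 and 60) would share 0.22, so that the 0 says little. The 85 brighter probe sets lower in induced A431/Id3 had a median log2 difference of 0.05 with Tet in A431/Vc, against 0.003 for all, so that the movement in opposite directions was seen for those higher in A431/Id3. Among the genes named from the paper or by the size of their difference, and not from the gene lists, that were over 1.5-fold higher with Tet in A431/Id3 and over 1.5-fold lower in A431/Vc, the log2 difference with Tet in A431/Id3 exceeded that in A431/Vc by 2.39 for HCFC1R1, 2.30 for ZNF580, 2.05 for WDTC1, 2.03 for RARG, 1.93 for PDLIM4, 1.65 for FOS, 1.53 for IFI6, 1.52 for PIEZO1, 1.47 for CAPG and 1.32 for MARCKSL1. The value for TBKBP1 was 5.33, resting on a signal of 3.07 in A431/Vc with Tet. It was 2.33 with an offset of 32, whose use on this value was chosen after seeing the data. With induction, RARG had 0.034 and PDLIM4 0.38 with all probe sets of the gene averaged, and ZNF580 0.50 and IFI6 0.57 with an offset of 32, which are under 1.5-fold.

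The first pattern weighed was the number of probe sets apart in induced A431/Id3. In 100 simulated pairs of A431/Id3 arrays without any induction, whose differences were drawn from the A431/Vc pair at similar signals, a mean of 1815 probe sets was apart (1675 to 1913), against 1442 observed, and in the brighter 50% a mean of 254 (213 to 295), against 65. The vector pair differed more than the A431/Id3 pair to begin with (953 against 266 brighter probe sets over 1.5-fold), so that the simulation had to give more, and it does not settle whether differences between single arrays account for the count. The 4 arrays allow 4 splits of 1 array against 3, too few to judge chance, with 1442 for the real split and 1705, 1929 and 1524 for uninduced A431/Vc, A431/Vc with Tet and uninduced A431/Id3. Both differences between single arrays and an effect of Id3 stay open.

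The second pattern was that probe sets higher with Tet in A431/Id3 were lower with Tet in A431/Vc. On the array of A431/Vc with Tet, 859 brighter probe sets were lower than without Tet and 94 higher. After quantile normalization the number lower was still 4.14 times the number higher (721 against 174), which argues against scaling as the whole cause. The 2 numbers came closer together, so that scaling may account for part of the imbalance. These lower probe sets had a median log2 difference of 0.31 with Tet in A431/Id3, against 0.01 for all brighter probe sets. As a set they therefore did not fall with Tet in both lines. The A431/Id3 pair also differs in Id3 and in its actin ratio, either of which could mask a response to Tet common to both lines. Such a response is not excluded. Conversely, the 181 brighter probe sets higher in induced A431/Id3 had a median of -0.66 in A431/Vc, where the middle 95% of 1000 random sets of the same size had -0.05 to 0.05, and no array is shared between these comparisons. Less complete labelled RNA on the array of A431/Vc with Tet is a candidate explanation for its part. Of 2 control transcripts, 2 had their lowest 5′ to 3′ ratio there, actin at 0.249 and GAPDH at 0.918. The next lowest ratios were 0.374 for actin and 0.960 for GAPDH, so that GAPDH differed little. A response of A431/Vc alone stays open. In A431/Id3 the actin ratio was higher with Tet (0.459 against 0.374) but that of GAPDH (0.960 against 1.01) was lower.

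The third pattern was that probe sets of a gene moved apart from each other. For 20 genes with a lower probe set apart in the brighter 50% and another probe set there, the brightest other one had a median log2 difference of -0.17 with induction, with a bootstrap interval of -0.22 to -0.10, which argues against a fall of the RNA of the whole gene by 1.5-fold. It was the brighter of the pair in 20 of 20 genes, among them HSP90B1, NUP98 and KPNA4, chosen here after their values were seen. For 9 genes with a higher probe set apart, the median of the other was 0.38 (0.24 to 0.52), in the same direction and under 1.5-fold as a set. The other probe set of ELK1 was at 0.50, near the cut at 0.58, and that of MAP2K5 at 0.31. These values do not decide whether the RNA of ELK1 as a whole rose by 1.5-fold. Both intervals resample genes on 1 pair of arrays and measure no variation between arrays. Probe sets were selected for being over 1.5-fold, which by itself may make them more extreme than the others, and a change in part of the transcripts of a gene or binding of other RNA stays open.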

How the results depend on the processing

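The combinations of 2 choices were selected after seeing the data. Counts over 1.5-fold are given in the order induced A431/Id3 against each of the other 3 arrays, A431/Id3 with against without Tet, A431/Vc with against without Tet, and A431/Id3 against A431/Vc without Tet. They were 1442, 4594, 5587 and 8431 over all signals. Without the dimmest 25% of probe sets they were 321, 1306, 2305 and 5020, and without the dimmest 50%, 65, 266, 953 and 2992. An offset of 32 gave 71, 541, 1355 and 3911, a 2-fold threshold 666, 2496, 2845 and 4090, genes in place of probe sets 626, 2067, 2619 and 4224, no _s_at and _x_at probe sets 892, 2818, 3270 and 4853, and a difference of at least 100 gave 46, 210, 872 and 3023. Without the dimmest 50%, a difference of at least 100 gave 41, 201, 838 and 2829, and genes in place of probe sets 31, 151, 556 and 1790. These filters drop probe sets or ask for more, which by construction lowers the counts. For the first count, comparison with the mean of the other 3 gave 5680, leaving out the uninduced A431/Id3 array 4851, leaving out the uninduced A431/Vc array 2278 and leaving out A431/Vc with Tet 2152, or 74 without the dimmest 50%. Median centring and quantile normalization kept all 4 counts within 1.5 times. Median centring moved the split of higher against lower from 2288 and 3299 to 2765 and 2842 in A431/Vc and from 4886 and 3545 to 3890 and 4536 between the lines; quantile normalization gave 2520 and 3099, and 4239 and 4123.

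The log2 difference of ID3 with induction was 4.07, 3.27 against the mean of the other 3 arrays and 4.45 after subtracting the difference in A431/Vc. That of ELK1 was 0.50, smaller against the mean of the other 3 arrays, and 1.48 after that subtraction. Most of the 1.48 came from the fall of ELK1 with Tet in A431/Vc (-0.99), on the array with the lowest actin 5′ to 3′ ratio. On this brightest probe set of ELK1, the 4 arrays ranked by signal as they did by actin ratio. The ratio also rose with induction in A431/Id3 (0.374 to 0.459), so that its part in the 0.50 cannot be told apart. ID3 and ELK1 stayed positive under every alternative run, and the cause of the shifts was not tested. With all probe sets averaged, the log2 difference of ZC3H7B with Tet in A431/Vc went from 0.91 to -0.0044. Of the other values of named genes, 305 moved by less than the spread of the A431/Vc pair at similar signal and 18 by more. Medians of gene lists were set against the standard deviation of the members' own differences, a wide measure for a median. By that measure 383 moved by less and 1 by more. That 1 was the ternary complex factors and SRF with induction, which turned from -0.29 to 0.19 with all probe sets averaged. With induction, CHRNB1 went from -1.98 to -1.44 and MYO15A from 2.05 to 1.49 with an offset of 32, and B4GALT6 from -0.72 to -1.20, PDLIM4 from 1.02 to 0.38 and RARG from 0.97 to 0.034 with all probe sets averaged. Within a comparison no paired analysis was possible, because each condition has 1 array, and no result comes from a test. A fit of Tet across both lines, with the line as a block, could be made but was not run. It would average the line with Id3 and the line without it, which is none of the comparisons reported. Dim probe sets, which lie near the floor, limit every count over all signals.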

Differences from the paper's values

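The paper gives 16 genes altered over 1.5-fold in induced A431/Id3 against the other 3 groups, and 1442 probe sets met this criterion here. None of the alternatives set before the data were examined came within 1.5 times of the paper's 16. The lowest of them were 46 with a difference of at least 100 in signal, 65 without the dimmest 50% of probe sets and 71 with an offset of 32. The others gave 321 without the dimmest 25%, 626 genes in place of probe sets, 666 at 2-fold, 892 without _s_at and _x_at probe sets, 1423 with median centring, 1431 with quantile normalization, 5680 against the mean of the other 3 arrays, and 4851, 2278 and 2152 without the arrays of uninduced A431/Id3, uninduced A431/Vc and A431/Vc with Tet. Combinations chosen after seeing the values gave 31 genes of the brighter 50%, 41 brighter probe sets with a difference of at least 100, and 74 brighter probe sets without the array of A431/Vc with Tet. The paper's text names the fold threshold and no filter on signal.

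Of the 14 names of Fig. 2A that match 1 symbol, 14 had a probe set apart as drawn, 14 had one among the 46 with a difference of at least 100, and 9 had one among the 65 without the dimmest 50%. By the brightest probe set of each gene the tally was 9 of 14, and 1 of the 5 drawn as lower. The figure draws ELK1 as higher in induced A431/Id3 than in all other groups, which held for probe set 210376_x_at (574 against 322 at most) and not for the brightest, 203617_x_at (751 against 895 in uninduced A431/Vc). The legend of Fig. 2A calls the changes significant, for which 1 array per condition allows no test here.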

Other observations

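Among the comparisons for which gene lists were counted, the clearest group differences lay between the lines without Tet. Lists were not counted between the lines with Tet, which differed over 1.5-fold at 3068 brighter probe sets, against 2992 without Tet. The 28 interferon-stimulated genes had a median log2 difference of 1.32 (A431/Id3 minus A431/Vc), above all 10000 random lists. RSAD2, an antiviral enzyme, had signals of 192 in uninduced A431/Vc and 2139 in uninduced A431/Id3, IFI44L 187 and 1622, and the antiviral GTPase MX2 154 and 1189. With Tet in A431/Id3 these genes stood at 1891, 1708 and 1256. The death receptor pathway had a median of 0.10, at the 54.8 percentile of random lists, with 5 of 16 genes higher and 2 lower in A431/Id3 and the ligand TNFSF10 (TRAIL) at a log2 difference of 1.46, its receptor TNFRSF10B at 0.73, FAS at 0.88 and BID at -1.55. Of 15 genes of basal keratinocytes and hemidesmosomes, 8 were higher and 1 lower (KRT5 1.39, DSG3 1.25, CD44 1.22), and of 14 genes of cholesterol synthesis 6 were higher and 1 lower (EBP 0.99, INSIG1 0.94). Of 24 genes of the TBK1 and NF-kB pathway, 10 were lower and 3 higher, with the chemokines CXCL1 at -2.19 and CXCL2 at -1.99, and of 27 immediate-early genes 9 were lower and 1 higher (FOSL1 -1.28, FOSL2 -1.24, FOS -1.20). ID1 (-1.09), ID2 (-0.71) and ID3 (-1.40) were lower. LCN2, KRT13 and ARHGDIB were lower (-3.36, -2.63 and -2.64), and LTBP2 was higher (2.62). Each is a difference between single arrays of 2 stable lines.

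Between A431/Vc with and without Tet, 6 of 24 genes of the Bcl-2 family and mitochondrial apoptosis were lower and 2 higher, with BAX at -0.74 and BAK1 at -0.69, and the list median of -0.19 lay at the 0.44 percentile of random lists. The integrin ITGB4 (-1.23) and PLEC (-1.19) of hemidesmosomes, ARAF (-0.99), PLK1 (-1.28) and the receptor TNFRSF1A (-0.99) were lower as well, on the array with the lowest actin 5′ to 3′ ratio of 0.249. BTBD2 (-2.32), ARHGEF1 (-2.07), STXBP2 (-1.95) and CEL (-1.78) had the lowest values in the brighter 50%, and LAMA4 (0.94), TET1 (0.89), APOBEC3G (0.89) and POMT1 (0.88) were among the highest there. Averaged over its probe sets, LAMA4 had 0.43.

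For genes that the paper measured as protein or in other cultures, the arrays gave these values. CASP8 had signals of 659 in uninduced A431/Vc, 675 with Tet, 964 in uninduced A431/Id3 and 820 in induced A431/Id3, a log2 difference of -0.23 with induction, on its brightest probe set. A dimmer probe set of CASP8, 207686_s_at, had 138, 131, 233 and 149.9, a log2 difference of -0.64. In the same order BAX had 466, 280, 455 and 420, MKI67, which encodes Ki-67, 1313, 1283, 2050 and 2052, and GAPDH 15749, 14092, 14255 and 13860. GAPDH and the other housekeeping genes differed by less than 1.5-fold with Tet in both lines.

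The remaining lists gave, for A431/Id3 with against without Tet, 3 higher (the induced ID3 itself and 2 dim genes) and 1 lower (dim) of 16 BMP and TGF-beta targets, 1 higher of 14 E proteins and other bHLH partners, 1 higher of 7 CDK inhibitors (CDKN2A, dim), 1 higher of 25 genes of the amino-acid and ATF4 response, 2 higher and 1 lower of 15 circadian clock genes, 1 higher of 12 genes of 5-FU metabolism (TYMP, dim), and 1 higher and 1 lower of 23 genes of cisplatin transport and repair, all but ID3 in the dimmer 50%. The list of basal keratinocytes and hemidesmosomes had 2 higher of 15 genes, both in the dimmer 50%. Markers of other cell types gave 3 higher and 1 lower of 19 fibroblast and mesenchymal genes, 2 higher and 5 lower of 15 immune genes, 3 lower of 8 endothelial genes and 3 higher of 7 melanocyte genes, all from dim probe sets. The 25 genes of the EGFR and MAPK pathway had a median log2 difference of 0.17 with induction, at the 98.7 percentile of random lists, and of -0.14 with Tet in A431/Vc, at the 1.46 percentile. The lists of the Bcl-2 family (95.7 and 0.44) and of cisplatin transport and repair (95.5 and 2.29) moved in the same way. The A431/Vc values involve the array with the lowest actin 5′ to 3′ ratio. With induction, fibroblast and mesenchymal markers (96.9, with 3 of 19 genes in the brighter 50%) and immediate-early genes (96.7) also lay near the upper end. BMP and TGF-beta targets (95.8), other ETS factors (95.3) and CDK inhibitors (95.0) did too. Near the lower end lay hypoxia and glycolysis (2.1), heat shock genes (2.2) and the unfolded protein response (4.4). Housekeeping genes (46.8) lay near neither end. With 32 lists placed, some would lie near an end without any effect of Id3, and this was not tested. The 4 ternary complex factors and SRF, ELK1 among them, had a median of -0.29 with induction, at the 0.26 percentile, and of 0.19 with all probe sets of each gene averaged.

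Across the 11108 brighter probe sets, the log2 differences with Tet in A431/Id3 and in A431/Vc, which share no array, had a Pearson correlation of -0.46 and a Spearman correlation of -0.49, a relation looked for after the data were seen and across probe sets, which are not independent replicates. Of the 181 higher in induced A431/Id3, 167 were lower with Tet in A431/Vc, 103 of them by over 1.5-fold, whereas 49 of the 85 lower in induced A431/Id3 were higher with Tet in A431/Vc.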
